A study of Homo sapiens with 199 samples. Its data were reported in "Combi-seq for multiplexed transcriptome-based profiling of drug combinations using deterministic barcoding in single-cell droplets" (2022).

How the data were processed

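The samples were RNA-seq libraries of K562 cells, a human myelogenous leukemia line that carries the BCR-ABL fusion gene. In Combi-Seq, a pair of ligated DNA barcodes encodes the drug pair given to the cells and primes reverse transcription of polyadenylated RNA, so that libraries of several treatments can be amplified together and parted by barcode after sequencing. The series holds 199 samples. Values were matched to 112 of them through the column names, and the other 87, all from the drug-exchange experiment with its 29 groups, were not analysed here. A further 44 columns of the tables could not be assigned to a labelled sample and were not used here.

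The authors deposited 3 tables of expected counts, which hold estimated counts per gene that are almost never whole numbers: the bulk comparison of both capture methods (24 libraries, 16729 genes), the second droplet set (34 libraries, 13450 genes) and the first droplet set, pools 62 to 76 (30 libraries, 11822 genes). A gene's smallest value above 0 fell with its transcript length in these tables (Spearman correlations across genes of -0.441, -0.499 and -0.455), so the estimates look scaled by length. The authors deposited whole counts for the plate screen (24 libraries, 17251 genes) and a second table of read counts that names the 34 libraries of the second droplet set again. Neither the aligner, the counting tool, the genome build nor the annotation is stated. Per the file headers, the annotation gives the number of cells per droplet library, except for pools 163 and 164, which have none. Labels of the polyA libraries carry a barcode followed by random bases, and whether the tables of expected counts hold reads or molecules is not stated. For the plate screen the study gave a median read count. Counts were treated as reads, and intervals of precision cover counting error only. The tables held 0 spike-in rows as counted by name, and spike-in results were not analysed here. Gene IDs of the plate table were named through a gene table, which matched 17100 of them.

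The design assumed counts. Expected counts were therefore rounded to whole numbers for the count models, and limma on the unrounded values was added as an alternative. Groups were taken from the sample labels. Each contrast was tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1), two-sided, after TMM normalization and edgeR's own filter on low counts, with the library pool (droplets) or the replicate number (bulk and plate) as a block, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The block followed the study's removal of replicate effects. All libraries of a table shared one estimate of spread. The difference between capture methods was tested as an interaction. Departure from additivity was tested as the combination minus both single drugs plus the control, on the log2 scale. A contrast of both Imatinib sources against Imatinib with DMSO was tested in the same fit.

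Gene names were chosen by a rule fixed before the data were examined: an adjusted p-value under 0.05, a mean of at least 10 counts per library in the groups compared, the same direction in every replicate or in at least 80% of pools, and then the 3 largest rises and 3 largest falls. Names outside this rule are marked where they occur. A standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. A group whose libraries all held 3 counts or fewer was treated as being at the floor, and its fold difference was computed against 3 counts per library as a lower bound. CPM values printed beside a fold change used TMM-adjusted library sizes. The exceptions were HBZ, FKBP2 and, in the second droplet set, TIMP1, which used total counts, as did the plot of HBZ and TIMP1.

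The lists of genes, chosen at the same stage as the naming rule, were tested with the fry rotation test of limma on voom values, adjusted over the lists and contrasts of a table, where at least 3 members passed the filter: an erythroid list, and lists of genes that respond to MEK and ERK, to BCR-ABL and STAT5, to hypoxia, and to the integrated stress response. All 14 members of the erythroid list passed the filter in the plate screen, and some of them, such as HBZ, were also counted in DMSO libraries. Genes detected by cell number were compared after thinning the libraries of a treatment to the smallest total compared, 20 times each, with exact two-sided permutation tests. The correlation between capture methods was computed across genes with a mean of at least 1 CPM (counts scaled to a common library total) in both methods, on log2(CPM + 1), without a p-value because genes are not independent replicates. The silhouette score of treatments in the plate screen used 7902 genes, the first 10 principal components after removal of replicate means, and 100000 permutations of treatment names within replicate, one-sided. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

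The alternatives were DESeq2 1.42.0 size factors, the DESeq2 Wald test, no filter on low counts, no replicate block, only the groups compared, each replicate left out, each cell number alone, camera for the lists, and other settings of the correlation, the detection counts and the silhouette. Others were chosen after seeing the data, namely thinning to equal depth, whole read counts for the second droplet set, limma, leaving out the smallest plate library, and leaving out replicates for the silhouette and the lists.

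All scripts were tested on simulated counts drawn with the means, depths and dispersions of each table, with 200 genes changed by 3 on the log2 scale. At the dispersion of the tables, edgeR recovered 158 of 200 changed genes tested in the plate screen among 6960 genes, 77 of 200 for additivity among 6883 genes, 142 of 200 for the Imatinib contrast among 6999 genes, 15 of 65 in the second droplet set among 262 genes, and 0 of 26 in pools 62 to 76 among 113 genes. It recovered 0 of 196 in Combi-Seq bulk among 3411 genes, 0 of 200 in polyA bulk among 10051 genes and 0 of 200 for the interaction among 10995 genes. A second simulation used 0.1 times the dispersion, and the same code then recovered 93 of 93, 29 of 200, 147 of 200 and 62 of 200 in pools 62 to 76, Combi-Seq bulk, polyA bulk and the interaction. Without any change, edgeR called 0 genes in each table in a single run. Over 12 simulated plate data sets without change, the highest total was 2 calls. DESeq2 called 181 genes in Combi-Seq bulk and 331 in polyA bulk without any change. The simulated changes were thus not recovered in the bulk tables and pools 62 to 76. Smaller fitted changes of single abundant genes nevertheless passed in real Combi-Seq bulk and in the interaction, but not in polyA bulk.

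Total counts per library ranged from 849244 to 6068590 in the bulk comparison, from 5427 to 199398 in the second droplet set, from 1457 to 93378 in pools 62 to 76 and from 33180 to 1244223 in the plate screen. The limit of 15% mitochondrial counts, which the study applied, removed no library and gave no separate fit.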

Results

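The control experiments of Combi-Seq were measured as RNA-seq counts per gene in K562 cells. A plate screen held 8 treatments with 3 libraries each: DMSO with DMSO, Imatinib, Trametinib or YM155 each with DMSO, Imatinib from both drug sources, and the 3 pairs of drugs. Imatinib inhibits the BCR-ABL kinase, Trametinib inhibits MEK, and YM155 was described as a survivin suppressant. A bulk comparison held 4 treatments captured either with Combi-Seq barcodes or with conventional polyA capture, with 3 libraries per group. Droplet libraries compared Trametinib with DMSO in 15 pools (62 to 76, the first droplet set) and 17 pools (the second droplet set), with both treatments in each pool.

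Depth differed between and within these experiments. The median total was 528982 counts in the plate screen, 3523285 in the bulk comparison, 27018 in pools 62 to 76 and 49138 in the second droplet set. In Combi-Seq bulk, depth followed treatment. DMSO libraries held 3760000 ± 222000 counts (SD, n = 3), Trametinib libraries 2025000 ± 162000, YM155 libraries 1046000 ± 73000 and Trametinib with YM155 libraries 958700 ± 106000. The Trametinib library was deeper than the DMSO library in 13 of 15 pools of the first droplet set, by a mean of 0.82 ± 0.95 on the log2 scale (SD, two-sided exact permutation test over pools, p = 0.00372), and in 17 of 17 pools of the second set, by 1.78 ± 0.75 (permutation test, p = 1.53e-05). The smallest plate library was replicate 3 of Imatinib with DMSO, with 33180 counts.

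**Figure D1:**
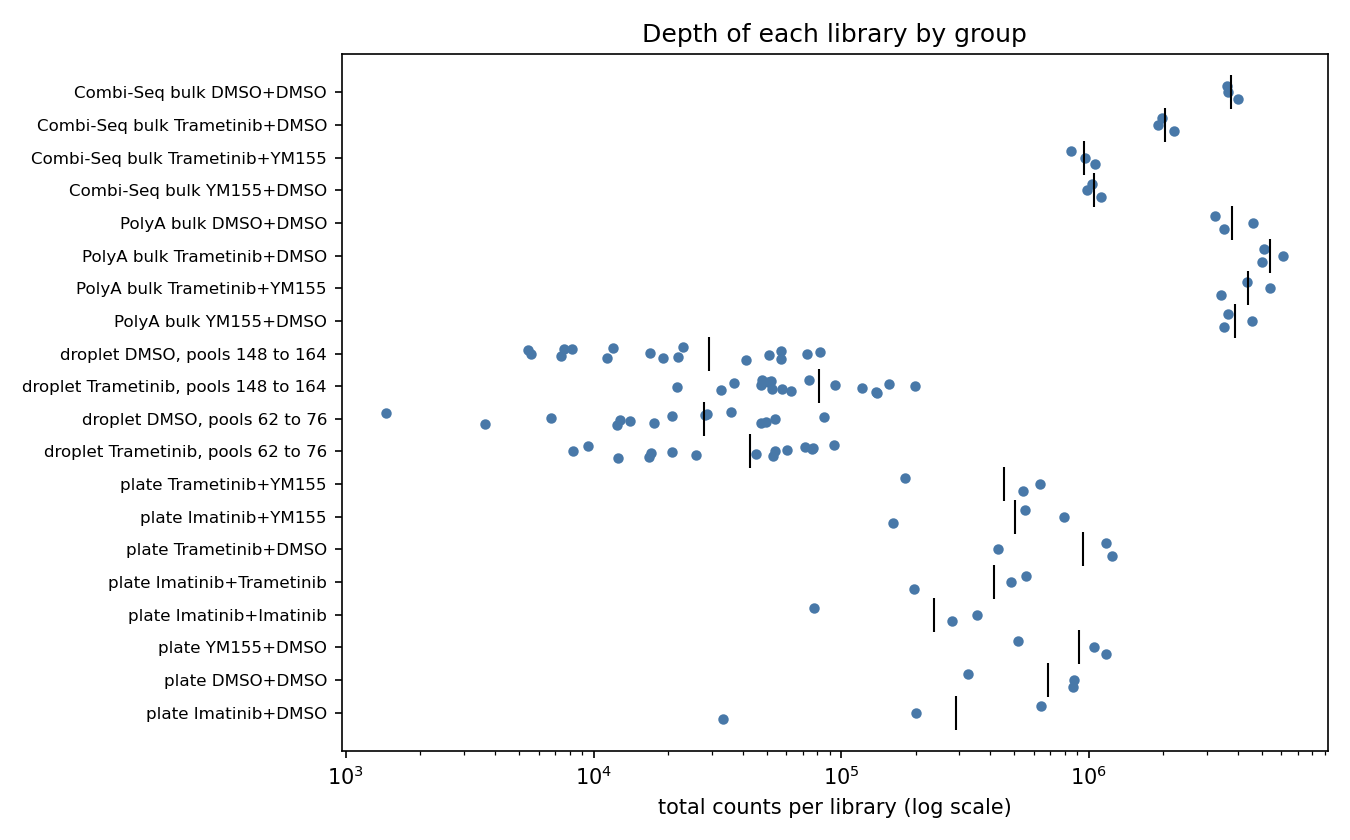
Total counts of each library on a log axis, by group, where points are libraries and black marks are group means. Combi-Seq bulk libraries of a treatment lie close together, with overlap only between both treatments that hold YM155, whereas plate libraries of a treatment spread widely, down to 33180 counts.

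Whether sensitivity changes with cell input was compared in the droplet libraries whose annotation gives 125, 250 or 500 cells. The tests compared 125 with 500 cells. At equal depth, Trametinib libraries of pools 62 to 76 held a mean of 468 ± 159.3 genes with 125 cells and 987 ± 234 genes with 500 cells (SD, n = 5 each), a difference of 519.5 genes (exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 libraries allow). In the second droplet set the difference was 835.1 genes (exact permutation test, p = 0.00794). DMSO libraries differed by 71.03 genes in the first set (exact permutation test, p = 0.0635) and by 107.9 genes in the second (p = 0.127, exact), so neither difference exceeded the spread between libraries. The smallest DMSO library held 1443 rounded counts, which limited the depth of that comparison. Without thinning, the DMSO difference of the first set was 304 genes (exact permutation test, p = 0.222), the alternative that moved it most, and with at least 5 counts per gene it was 3.32 genes. DMSO libraries of the first set with 250 cells held 257.2 to 326.35 genes at equal depth. Those with 125 cells held 135.4 to 232.8 genes. With 250 and 500 cells the DMSO means were 293 and 258 genes in the first set, and 556 and 551 in the second. DMSO means thus did not rise steadily, and differences from 250 cells were not tested.

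**Figure D2:**
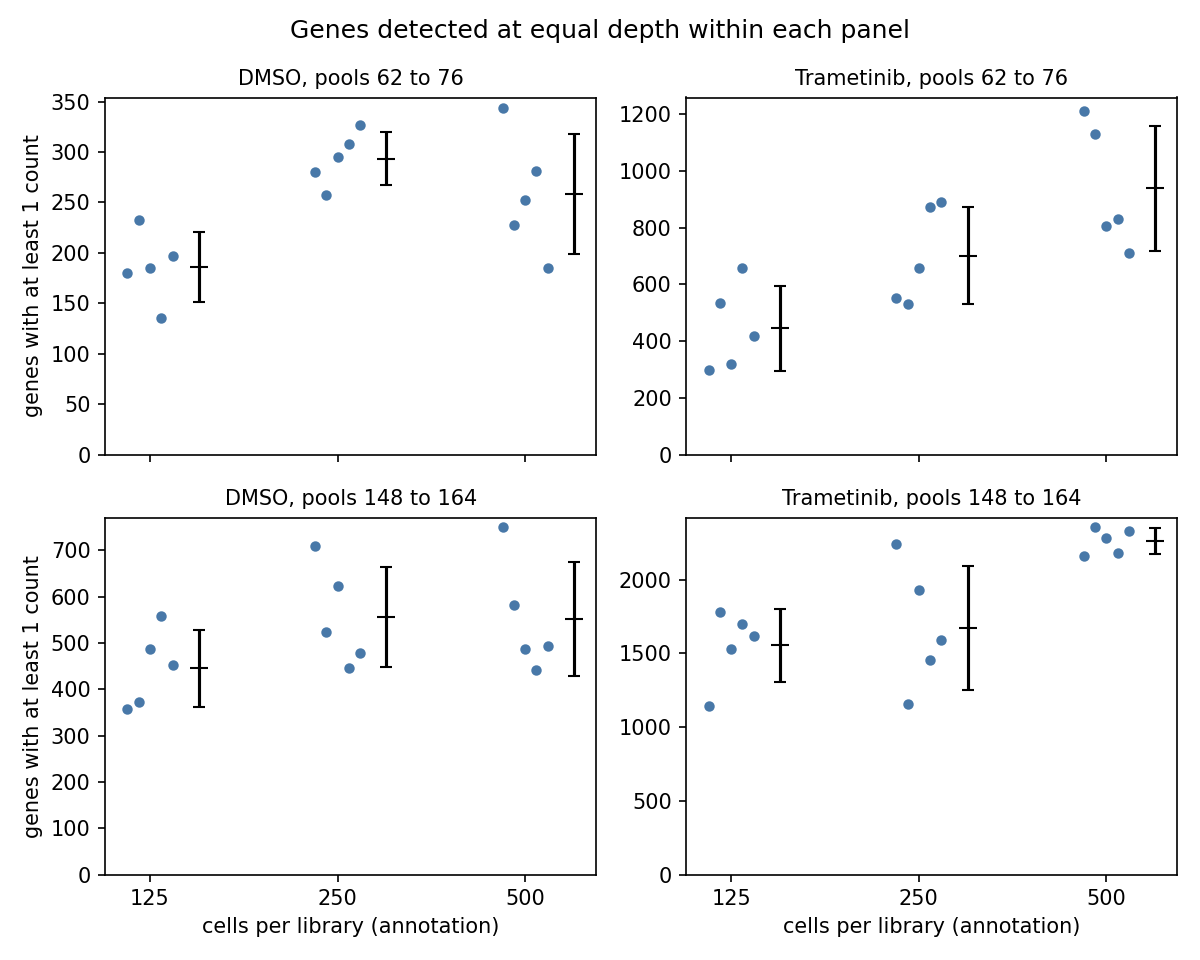
Genes with at least 1 count after thinning to equal depth within each panel, by annotated cells per library, where points are libraries and bars are the mean and SD of 5 libraries. Means rise from 125 to 500 cells in the Trametinib panels (from 445 to 938 genes in pools 62 to 76 and from 1555 to 2261 genes in the second droplet set), which were thinned to other depths than the DMSO panels.

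Between Trametinib and DMSO in pools 62 to 76, 1 of 103 genes tested passed an adjusted p-value of 0.05, and 13 had an unadjusted p-value under 0.05. TIMP1 was lower with Trametinib by a log2 fold change of -7.85 (SE 1.58, edgeR adjusted p = 0.0061), in the same direction in 13 of 15 pools. TIMP1 reached 12500 ± 12200 CPM (SD, n = 15) with DMSO and 725 ± 2410 CPM with Trametinib. The fitted fall was larger than these means give, so its size is uncertain. The DESeq2 Wald test moved this count most, to 19 genes.

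In the second droplet set, 25 of 219 genes passed, of which 22 rose and 3 fell, and 57 had an unadjusted p-value under 0.05. Among genes that met the naming rule, PSMA4 had the largest rise, with a log2 fold change of 5.95 (SE 1.17, edgeR adjusted p = 0.0029), from 220 ± 709 to 1520 ± 1270 CPM (SD, n = 17), and the same direction in 16 of 17 pools. ARL6IP1 rose by 5.43 (SE 1.29, edgeR adjusted p = 0.00827) in 15 of 17 pools, and CAST by 4.70 (SE 1.25, edgeR adjusted p = 0.0137) in 14 of 17 pools. Mean CPM went from 318 to 2330 for ARL6IP1 and from 331 to 1800 for CAST. The fitted changes of PSMA4, ARL6IP1 and CAST were larger than their mean CPM values give, so the size of these rises is uncertain. None of the falls met the naming rule. TIMP1, chosen after its value was seen, was lower, at 1820 ± 2140 CPM with Trametinib and 9010 ± 6920 CPM with DMSO. Without the replicate block 5 genes passed, all 5 shared with these 25 genes. Without the filter 32 genes passed and all 32 rose, so none of the falls, TIMP1 included, passed there. The difference in depth runs alongside treatment in every pool of this set, so depth and treatment cannot be parted by a comparison within batches.

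The study compared the Combi-Seq and polyA captures through correlation of expression. Across genes, which are not independent replicates, the Pearson correlation of mean log2 expression was 0.674 for DMSO (2373 genes), 0.688 for Trametinib (3729 genes), 0.692 for Trametinib with YM155 (2899 genes) and 0.719 for YM155 (2516 genes). Spearman correlations were lower, from 0.461 for DMSO to 0.498 for YM155. Single pairs of libraries gave mean Pearson correlations from 0.581 ± 0.00931 to 0.622 ± 0.0205 (SD, 9 pairs). Within methods, the means were 0.695 to 0.831 for Combi-Seq and 0.565 to 0.583 for polyA (3 pairs per group). With all genes of at least 1 count in either method, the DMSO correlation was 0.561.

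Treatment effects against DMSO were tested within each method. In Combi-Seq bulk, 2 of 1620 genes passed in 1 of the 3 contrasts. With Trametinib and YM155, RPS14 was lower by a log2 fold change of -2.70 (SE 0.33, edgeR adjusted p = 0.0275), from 32400 ± 6910 to 4270 ± 1650 CPM (SD, n = 3), and RPLP1 by -2.29 (SE 0.30, edgeR adjusted p = 0.0275), each in 3 of 3 replicates. Both are ribosomal protein genes with many near-identical copies, so their counts are uncertain where reads are shared. Neither Trametinib nor YM155 alone gave a gene past the threshold, with 210 and 224 genes at an unadjusted p-value under 0.05. In polyA bulk, 0 of 8620 genes passed in each contrast, with 450, 487 and 528 genes at an unadjusted p-value under 0.05 for Trametinib, Trametinib with YM155 and YM155. The DESeq2 Wald test gave 1245 calls in Combi-Seq bulk summed over contrasts, and in the simulated Combi-Seq data 85% of its 193 calls were false.

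The interaction test asked whether treatment effects differed between the methods. Of 8843 genes, 0 passed for Trametinib, with 566 at an unadjusted p-value under 0.05, and 7 each for Trametinib with YM155 and for YM155, all lower in Combi-Seq relative to polyA. With Trametinib and YM155, RPLP1 had the largest difference (log2 -2.82, SE 0.37, edgeR adjusted p = 0.00386), and its Combi-Seq level went from 75800 ± 19800 to 10600 ± 3640 CPM while the polyA level was 5950 ± 701 CPM treated and 5860 ± 1550 CPM with DMSO (SD, n = 3). COX6B1 held 0.949 ± 1.64 CPM with YM155 in Combi-Seq, at the floor, and 5490 ± 3240 CPM with DMSO. Leaving out any 1 polyA replicate left 0 genes, and the Combi-Seq depth differed between treatments, as given above.

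In the plate screen, each drug treatment was compared with DMSO over 7422 genes. The number of genes past the threshold was 52 with Imatinib (22 rose, 30 fell), 49 with Imatinib and Trametinib (27 rose, 22 fell), 28 with Imatinib from both sources (17 rose, 11 fell), 22 with Imatinib and YM155 (16 rose, 6 fell), 16 with Trametinib (15 rose, 1 fell), 10 with Trametinib and YM155 (7 rose, 3 fell) and 2 with YM155 (2 rose, 0 fell). Without replicate 3 of Imatinib with DMSO, the 7 contrasts together gave 575 calls in place of 179, the alternative other than the DESeq2 Wald test (1118) that moved the count most. Contrasts against the same 3 controls share their chance values: the median correlation of log2 fold changes between contrasts was 0.471, and 0.477 in simulated data without change.

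HBZ, an embryonic globin of the erythroid list, rose in all 6 contrasts with Imatinib or Trametinib. With Imatinib and Trametinib its log2 fold change was 4.37 (SE 0.33, edgeR adjusted p = 4.67e-12), from 914 ± 89.0 to 17500 ± 2050 CPM (SD, n = 3). With YM155 alone it changed by 0.52 (SE 0.29, edgeR adjusted p = 1), which was within the spread. TIMP1, by contrast, was lower in the same 6 contrasts, by log2 fold changes from -1.79 to -2.31, and was 0.07 (SE 0.38, edgeR adjusted p = 1) with YM155. Whether the effects of YM155 and of the other drugs on these genes differ was not tested. SRP14 was higher in all 7 contrasts, by log2 fold changes from 2.59 to 2.81. Of 7 genes called the same way in at least 6 contrasts, 6 rose (GYPB, HBE1, FEZ1, SRP14, HBZ and HBA2) and TIMP1 fell, against 0 such genes in 12 simulated data sets without change.

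**Figure D3:**
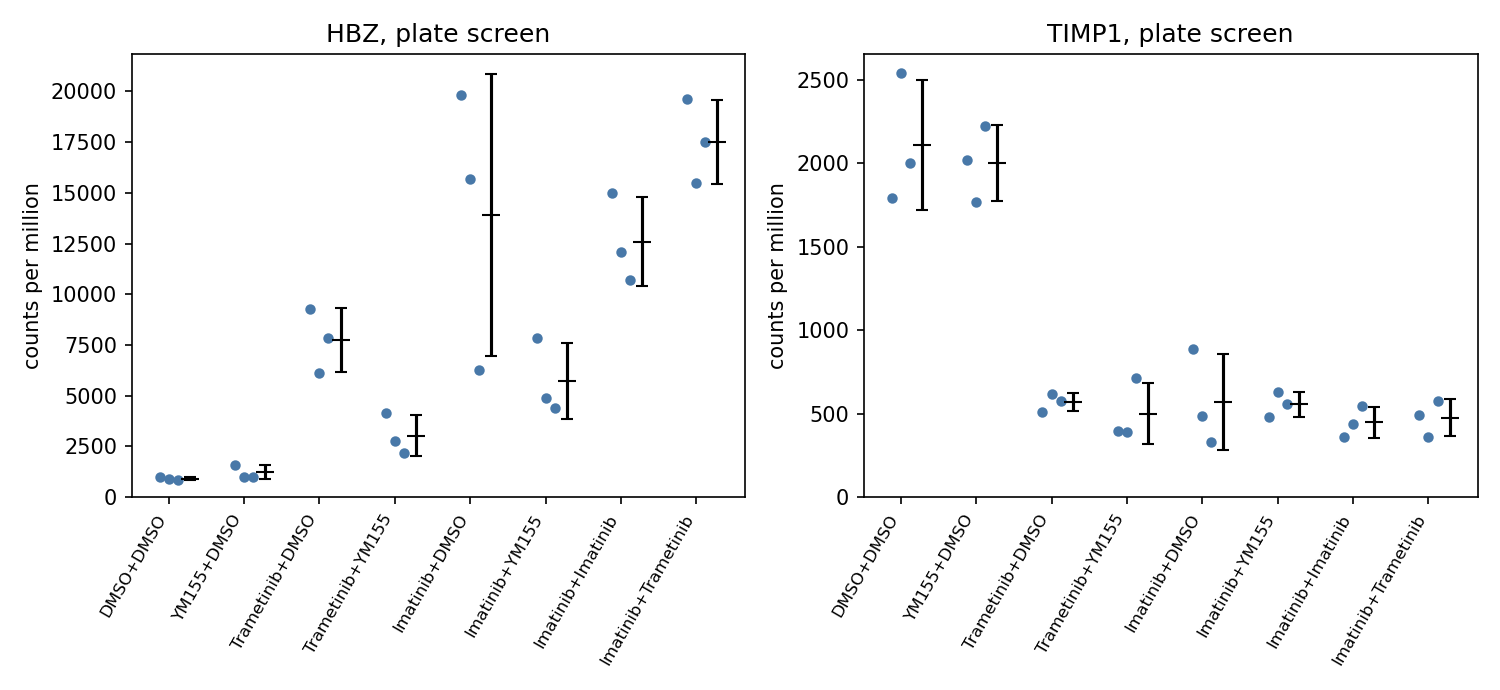
CPM of HBZ and TIMP1 in the plate screen by treatment, where points are the 3 replicates and bars are the mean and SD. HBZ lies at 914 CPM with DMSO and 17500 CPM with Imatinib and Trametinib, and TIMP1 at 2110 CPM with DMSO and 2000 CPM with YM155.

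Many genes with large fitted changes that met the naming rule were at the floor in the DMSO or the treated libraries, so only bounds can be given. With Imatinib, ERMAP was at least 32.6-fold higher (edgeR adjusted p = 0.0108), LBH at least 20-fold and FEZ1 at least 21.2-fold, while SOCS2 was at least 9.02-fold lower (edgeR adjusted p = 0.032), TMPO at least 5.35-fold and NOP56 at least 4.22-fold. With Trametinib, SMIM10 was at least 36.8-fold higher (edgeR adjusted p = 0.00781), FAXDC2 at least 13.5-fold and FEZ1 at least 12.8-fold. With Imatinib from both sources, FEZ1 was at least 25.3-fold higher, BCS1L at least 7.82-fold lower and CR1L at least 4.90-fold lower, and ALAS2 rose from 19.0 ± 16.2 to 280 ± 134 CPM. With Imatinib and Trametinib, GOT1 was at least 10.8-fold lower. Some bounds rest on 1 library. Without replicate 3 of Imatinib with DMSO, ERMAP was at least 12.6-fold higher and SOCS2, TMPO and NOP56 at least 19.1-fold, 11.3-fold and 8.91-fold lower, and without DMSO replicate 2 GOT1 was at least 6.87-fold lower. Without replicate 1 of Imatinib from both sources, BCS1L and CR1L were at least 14.5-fold and 9.08-fold lower. Leaving out DMSO replicate 1 raised the bounds of the rising genes by just over 1.5 times, for SMIM10 with Trametinib to 56-fold. With Trametinib and YM155, GYPB had the largest rise among genes that met the naming rule, from 30.1 ± 30.6 to 388 ± 221 CPM, and HMGN5 and CLIC1 fell beside TIMP1. With Imatinib and YM155, SREK1IP1 and S100A11 fell beside TIMP1. With YM155, SRP14 and FKBP2 were the 2 genes called.

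The erythroid list rose in every contrast with Imatinib or Trametinib, with 13 or 14 of 14 members higher and fry adjusted p-values from 6.63e-08 to 9.97e-05. With Imatinib and Trametinib, 9 of its 14 members passed over all genes and 13 when adjusted over the list alone. With YM155 its adjusted p-value was 0.0838. The list of BCR-ABL and STAT5 genes was lower in the 4 contrasts with Imatinib, and with Imatinib alone 0 of 7 members rose (fry adjusted p = 0.000107). Adjusted over the list alone, 4 of these members passed, and 2 over all genes. The MEK and ERK list had 5 of 19 members tested and was lower in all 6 contrasts with Imatinib or Trametinib, with an adjusted p-value of 0.00548 for Trametinib, where 0 members passed when adjusted over the list alone. Without the filter, 13 members were tested and none of these 6 contrasts passed with fry (adjusted p from 0.128 to 0.877), while 4 passed with camera (adjusted p from 0.0084 to 0.0472). The stress list was lower in 5 contrasts, with 10 members tested and an adjusted p-value of 2.8e-06 for Imatinib, and was not past the threshold with YM155 (0.179). The hypoxia list passed once, with Imatinib and Trametinib (0.0279, and 0.212 without the replicate block), and not with YM155 (0.669). In all, 22 tests of lists passed with fry and 21 with camera, over 7 contrasts and 5 lists. Passing with fry but not with camera were the hypoxia list with Imatinib and Trametinib (camera adjusted p = 0.193) and the MEK and ERK list with Imatinib (0.0859), and the erythroid list with YM155 passed with camera (0.00605) but not with fry. No list passed in Combi-Seq or polyA bulk. In the second droplet set the erythroid list passed with fry as higher (adjusted p = 0.00928) and not with camera (0.351). In this test 2 of the 4 members rose, and 0 passed when adjusted over the list alone. Without the replicate block 4 of 4 rose (fry adjusted p = 0.0278, camera 0.804). Without the filter fry gave the list as lower (adjusted p = 2.14e-06) and camera as higher (0.000636), so the list gives no clear direction.

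Departure from additivity was found for 3 genes. With Imatinib and YM155, FKBP2 was below additivity by log2 -3.94 (SE 0.54, edgeR adjusted p = 5.56e-05) and RPL23 by -2.97 (SE 0.55, edgeR adjusted p = 0.014). HBZ was below additivity with Imatinib and Trametinib by -2.57 (SE 0.42, edgeR adjusted p = 0.00223), each in 3 of 3 replicates. FKBP2 held 1260 ± 262 CPM with Imatinib and DMSO, but 274 ± 121 CPM with Imatinib from both sources. Its level with Imatinib and YM155 was 265 ± 48.4 CPM. The departure of FKBP2 thus rests on a level of single Imatinib that Imatinib from both sources did not repeat. Trametinib with YM155 gave 0 genes, with 428 at an unadjusted p-value under 0.05. Imatinib from both sources against Imatinib with DMSO gave 0 of 7422 genes, with 524 at an unadjusted p-value under 0.05.

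The silhouette score by treatment of the plate screen was -0.105 (permutation test, one-sided, p = 1e-05, the smallest that 100000 permutations can give), so treatments were less mixed than permuted labels while the mean score stayed below 0. Trametinib and YM155, each with DMSO, had mean scores of 0.273 ± 0.0524 and 0.273 ± 0.0522 (SD, n = 3), and the other 6 treatments had mean scores below 0. These groups were also the deepest, with mean totals of 948000 and 913200 counts against 236800 to 687300 in the other 6. Thinned libraries were not scored, so depth cannot be parted from treatment in these scores. Without replicate 3 the score was -0.183 (permutation p = 0.674).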

Values the study reported

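For the screen in multiwell plates, the study gave a median read count of 1.07e+06. Correlation coefficients between the Combi-Seq and PolyA captures were reported from 0.576 to 0.646. The spike-in accuracy, as a Pearson correlation, was given as 0.63 for 125 cells, 0.65 for 250 cells and 0.7 for 500 cells.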

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

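Both tests on pool 63 and the test of depth for the difference between capture methods were chosen after the result was seen.

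The Trametinib library of pool 63, annotated with 500 cells, held 9385 rounded counts, far below the other 4 Trametinib libraries with 500 cells of pools 62 to 76 (71583 to 93215), with a Dixon ratio of 0.742 against a critical value of 0.71. Of 24 such tests, made on the totals and on the genes at equal depth of each group, 1 stood out, and chance gives about 1 in 20. The DMSO library of the same pool held 1443 counts against 20666 to 35684 in the other DMSO libraries with 500 cells, so a low yield of the whole pool may explain the low total. At equal depth the Trametinib library held 1131 genes, inside the range of 710 to 1213 genes of all 5 libraries of its group, which leaves open whether it held fewer cells. No biological explanation was tested, since both treatments of the pool were low.

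The effects of 2 treatments differed between Combi-Seq and polyA bulk by the interaction test: 7 genes for Trametinib with YM155 and 7 for YM155, all lower in Combi-Seq relative to polyA. That direction was not kept under every alternative. After thinning, 2 of the 3 genes called were higher, as were 1 of 6 without Combi-Seq replicate 5 and 2 of 60 with limma. With the DESeq2 Wald test, whose calls carry little weight in the bulk tables, 1950 of 4023 were higher. Among 40 regroupings of the libraries, the real one included, 1 gave as many genes, and the highest number in another was 1. Without the replicate block 4 genes passed, all of them lower. Only replicate numbers 3 and 5 occur in both methods, and whether equal numbers tie libraries across methods is not known. Depth stays open as a technical explanation, because it followed treatment in Combi-Seq bulk. By the labels, each treatment also carried a single barcode pair in all its Combi-Seq libraries. An effect of the barcode therefore cannot be parted from treatment and stays open as well. After all libraries were thinned to equal depth, 1 of the 14 calls was shared, but thinning also removes power. In the simulated data, 0 of 200 genes with a difference of 3 on the log2 scale were found. The naming rule picked RPLP1, RPS14, RPS3A, COX6B1, RPS2 and RPLP0 for this difference. All but COX6B1 encode ribosomal proteins, whose reads can be shared with pseudogenes, and this was not tested for them here. The methods were applied to separate libraries, so a difference between the cells given to each method is also open and was not tested.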

How the results depend on the processing

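Of 22 main comparisons under 187 alternatives, 100 values stayed on the same side or within the stated range, 83 moved, 2 weakened and 2 became stronger. Of 491 alternatives for 51 named genes, 334 kept direction and threshold, the rest kept direction but lost the threshold, and 0 reversed. Named genes were chosen for the same direction across replicates or most pools, so few could reverse. Fits that no longer tested a gene were not counted. Where no construction explains a change, the cause was not tested. Thinning, limma, read counts, leaving out plate Imatinib with DMSO replicate 3, and leaving out replicates for lists and silhouette were chosen after seeing the data.

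In pools 62 to 76 the 1 gene became 19 with the DESeq2 Wald test, 2 without the block, 0 with 125, 250 or 500 cells alone (fewer samples), 0 after thinning and 4 with limma. In the second droplet set the 25 genes became 66 with Wald, 5 without the block, 0, 0 and 1 with 125, 250 and 500 cells alone, 15 after thinning (14 shared) and 56 with limma (25 shared). Whole read counts gave 35, 18 of them shared, and no filter gave 32, all rising, so that no fall passed.

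In Combi-Seq bulk the 2 genes became 0 with DESeq2 size factors, 1245 with Wald, 47 without the filter, 5 without the block, 0 with only the groups compared, 4 after thinning and 114 with limma, and from 0 to 0 leaving out each replicate. PolyA bulk went from 0 genes to 2097 with Wald. The interaction went from 14 to 5 with size factors, 4023 with Wald, 6 without the filter, 4 without the block, 3 after thinning and 60 with limma, and from 0 to 11 leaving out each replicate. The Wald test made calls without any change in simulated data, so its counts carry little weight in the bulk tables. Size factors shifted the median of all genes by 0.28 to 0.42 (log2) in Combi-Seq bulk and by up to 0.31 for additivity.

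In the plate screen the 179 calls became 1118 with Wald and 88 to 575 leaving out replicates: 114, 88 and 399 without replicates 1, 2 and 3, and 575 without replicate 3 of Imatinib with DMSO, which has 33180 counts. For Imatinib alone, 52 genes became 4 with only the groups compared, and 89 without that library (48 shared). The 3 genes below additivity became 8 with size factors, 123 with Wald, 20 without the filter, 11 with only the groups compared, 8 after thinning and 2 to 66 leaving out replicates (66 without that library). The Imatinib contrast went from 0 to 3 with size factors, 105 with Wald, 3 without the filter, 3 after thinning and 3 to 35 leaving out replicates (35 without replicate 3, 13 without that library). Below additivity, HBZ lost the threshold with only the groups compared (adjusted p = 0.276) and without replicate 2 (0.102), and RPL23 with only the groups compared (0.412) and without replicate 1 (0.262).

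Lists past the threshold went from 1 to 5 without the filter and 0 with camera in the second droplet set, and from 0 to between 0 and 3 leaving out each replicate in Combi-Seq bulk (3 without replicate 4). Those 3 were the erythroid list in each contrast, as lower (fry adjusted p = 0.0431, camera 0.241), opposite to its rise in the plate screen. Without the filter camera also gave it as lower in Combi-Seq bulk (adjusted p from 0.00804 to 0.0437), while fry did not pass (0.403 to 0.53). The plate total of 22 stayed at 22 without the block, where the hypoxia list with Imatinib and Trametinib no longer passed (0.212) and the BCR-ABL and STAT5 list with Trametinib and YM155 did (0.0431). It was 16 without the filter and 15 to 20 leaving out replicates. In pools 62 to 76 no list had enough members to be tested with the filter, and 5 passed without it. Without the filter, the MEK and ERK list passed with fry in none of the 6 plate contrasts with Imatinib or Trametinib (adjusted p of 0.16, 0.139, 0.128, 0.517, 0.877 and 0.253) and in 4 with camera (0.0123, 0.0084, 0.0414 and 0.0472 in the first 4 of these). In fry, 3 lists reversed: erythroid in the second droplet set (2.14e-06), and MEK and ERK with Imatinib from both sources (0.877) and with Imatinib (0.253). With camera the erythroid list was higher in the second droplet set (0.000636). In both droplet sets unfiltered fry gave all 5 lists as lower, while camera gave 4 of 5 as higher in the second set, so these fry results may reflect a shift of all genes without the filter, which was not tested.

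Correlations for DMSO, Trametinib, Trametinib with YM155 and YM155 became 0.561, 0.625, 0.575 and 0.569 with all genes, and 0.637, 0.654, 0.646 and 0.672 with a pseudocount of 0.1. Leaving out replicates gave 0.652 to 0.667, 0.659 to 0.674, 0.661 to 0.691 and 0.695 to 0.713. The DMSO difference by cell number in pools 62 to 76 ranged from 49.3 to 90.2 genes leaving out libraries, and passed the threshold without pool 66 (90.2, exact permutation p = 0.0238) and without pool 73 (82.6, exact permutation p = 0.0397). The silhouette was -0.0307 (permutation p = 0.047) with all filtered genes and -0.14 (0.00029) with replicate means kept. It ranged from -0.183 to -0.0971 across the 3 fits that left out a replicate, with permutation p = 0.674 without replicate 3, 0.196 without replicate 1 and 0.0433 without replicate 2.

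Replicate numbers did not pair the samples by expression, with median correlations of libraries with the same number of 0.0196 in the plate screen and 0.0421 and 0.0209 in the first and second droplet sets. Results without the block therefore weigh as much as those with it, including 5 against 25 genes in the second droplet set, although a droplet pool did hold both treatments. Results of the drug exchange, spike-in share, species and library size, and the limit of 15% mitochondrial counts were not run. In the droplet sets, 103 and 219 genes could be tested. In simulated data, 0.1 times the dispersion raised recovery from 0 of 26 to 93 of 93 changed genes in pools 62 to 76 and from 0 of 196 to 29 of 200 in Combi-Seq bulk, so spread limits both, and what else limits Combi-Seq bulk was not tested.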

Other observations

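Written before the result was seen were the tests of other splits for the plate screen, additivity, the Imatinib contrast and the capture methods, of depth for ribosomal protein genes and globins, of SRP14, and of DESeq2 without treatment. All other tests were chosen after the result was seen, and so were the repeats of the depth test for ribosomal protein genes.

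Other splits of the same libraries were fitted with the same model. Labels were exchanged without regard to pool or replicate number. In the droplet sets, a pool whose libraries then shared a label held no treatment information. The other splits there had less power, so the droplet shares may make as many calls look too rare. As many genes were called in 3 of 100 splits of pools 62 to 76, 1 of 100 of the second droplet set, 1 of 100 of Combi-Seq bulk and 100 of 100 of polyA bulk, where 0 genes were called (1465 at an unadjusted p-value under 0.05, summed over contrasts). For the plate screen as a whole 1 of 60 splits gave as many calls, and the highest number in another was 22. For additivity 3 of 60 splits gave as many, the real one included, a share of 0.05, with a median of 0 and a highest number of 4 in the others, so chance is not excluded for its 3 genes at a limit of 0.05. Single contrasts of 3 against 3 libraries have 10 splits and cannot reach a share under 0.1. As many genes were called in 1 of 10 splits for each of the 7 plate contrasts and for Trametinib with YM155 in Combi-Seq bulk. The number was 10 of 10 for Trametinib and for YM155 in Combi-Seq bulk, for each polyA contrast and for the Imatinib contrast, which all had 0 calls (210 to 528 genes per contrast at an unadjusted p-value under 0.05). The highest number in another split was 28 for the Imatinib contrast and 0 for these Combi-Seq and polyA contrasts.

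Most genes called in the second droplet set rose with Trametinib, whose libraries were deeper. After the libraries of each pool were thinned to equal depth, 14 of the 22 rising genes could still be tested and 11 of them passed. Deeper Trametinib libraries could therefore explain some of the rises, and which of them cannot be told apart from loss of power. The lower TIMP1 is not explained by deeper Trametinib libraries, since its log2 fold change was -2.51 after thinning. In whole read counts of the same libraries it was -2.44, which argues against the sharing of reads among transcripts in the expected counts. An effect of Trametinib on TIMP1 is a hypothesis that stays open.

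Ribosomal protein genes were lower as a set in treated Combi-Seq bulk libraries. Median log2 changes were -0.94 for Trametinib, -1.32 for Trametinib with YM155 and -1.29 for YM155, with 63, 73 and 72 of 76 genes lower, while the medians of all genes were 0.25, -0.37 and -0.48. With DESeq2 size factors the medians were -0.51, -0.97 and -0.97, and those of all genes 0.69, -0.10 and -0.26, so that the set stayed below all genes. A response of the cells shared by both methods is argued against by the difference between the methods, with fry p-values of 2.67e-08, 4.55e-10 and 7.11e-10 over 77 genes. Library depth could explain part of the fall. A single thinning to equal depth gave -0.66 for the middle of the 3 treatments, close to the limit set for the test, so thinning was repeated 10 times. The medians then lay between -0.73 and -0.54, with 51 to 64 of 76 genes lower, while the medians of all genes lay between -0.13 and 0.52. The highest value of the middle treatment was -0.58, which leaves open how much depth contributes. Library depth as the whole explanation is argued against, because the set stayed lower in all 3 treatments and 10 thinnings, with a highest fry p-value of 0.00169. The barcode pair also followed treatment in Combi-Seq bulk, so an effect of the barcode stays open.

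SRP14 was higher in every drug treatment of the plate screen, which could come from a property of the control libraries that all contrasts share. In polyA bulk its log2 fold changes were -1.76 (SE 1.62), -1.40 (SE 1.57) and 0.08 (SE 1.42), with 0.08 the highest, and these errors are too large to decide between a property of the control libraries and an effect of the drugs.

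Globin and other erythroid genes rose with Imatinib and Trametinib. Library depth is argued against as the whole explanation, because HBZ passed the threshold in 6 of 6 contrasts after thinning, with log2 fold changes from 1.76 to 4.41. The rise may be a response to loss of BCR-ABL or MEK signalling, which was not tested. HBZ was below additivity on the log2 scale with Imatinib and Trametinib, and its level of 17500 ± 2050 CPM was 0.845 times the sum of the single-drug levels less the DMSO level (20800 ± 7370 CPM). Whether addition on the linear scale describes it stays open, since the ratio was 0.70 and 0.74 in replicates 1 and 2 and 1.31 in replicate 3, where the Imatinib library held 33180 counts. For Trametinib with YM155, addition on the linear scale is argued against by a ratio of 0.378, with the difference beyond the spread whichever replicate was left out. For Imatinib with YM155 the ratio was 0.401, below the sum in 3 of 3 replicates, but within the spread in 2 of the 3 fits that left out a replicate, so it stays open.

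The 34 libraries of the second droplet set were counted in both tables. Mitochondrial genes held 7.29 ± 1.38% of expected counts and 9.27 ± 1.90% of read counts, higher in read counts in 34 of 34 libraries. Nuclear copies of mitochondrial genes held 2.50% of expected counts and 0.0403% of read counts, and both together held 9.79% of expected counts, so shared reads may explain the difference. RPS27 took a larger share of expected counts, by a log2 ratio of 6.66. Scaling by transcript length could contribute, but the median ratio of 78 genes of similar length was 0.45, and 4 of them lay at or above RPS27. Reads shared with pseudogenes could contribute as well, with a median of 1.42 over 27 genes with as many named pseudogenes, 3 of them at or above RPS27. Neither test decides.

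Genes with a mean of at least 10 counts were at 0 in 10.0% of values of the plate screen, against 0.33% for Poisson sampling, in 55.9% against 1.34% in pools 62 to 76 and in 36.4% against 0.323% in the second droplet set. The lowest ratio of observed to Poisson zeros over the tables was 30.4. Poisson sampling of reads is therefore argued against as the whole explanation for these genes. Spread between libraries adds zeros as well, so the ratio does not show how much sampling contributes. In Combi-Seq bulk, the DESeq2 Wald test called 395 genes for Trametinib against DMSO and a median of 188 in the other splits of these 6 libraries (147 to 221). Spread without treatment may therefore account for many of the calls. The real number was the highest, but 10 splits are too few to tell whether spread accounts for all of it. Depth and the barcode pair also followed treatment in Combi-Seq bulk.

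The median total of the plate libraries here was 528982. That is lower than the value quoted from the study above.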
